# RNA-Seq following PCR-based sorting reveals rare cell transcriptional signatures

**DOI:** 10.1186/s12864-016-2694-2

**Published:** 2016-05-17

**Authors:** Maurizio Pellegrino, Adam Sciambi, Jamie L. Yates, Joshua D. Mast, Charles Silver, Dennis J. Eastburn

**Keywords:** Transcriptome, Droplets, Cell sorting, Heterogeneity, Single-cell, Microfluidics, Gene expression, PCR

## Abstract

**Background:**

Rare cell subtypes can profoundly impact the course of human health and disease, yet their presence within a sample is often missed with bulk molecular analysis. Single-cell analysis tools such as FACS, FISH-FC and single-cell barcode-based sequencing can investigate cellular heterogeneity; however, they have significant limitations that impede their ability to identify and transcriptionally characterize many rare cell subpopulations.

**Results:**

PCR-activated cell sorting (PACS) is a novel cytometry method that uses single-cell TaqMan PCR reactions performed in microfluidic droplets to identify and isolate cell subtypes with high-throughput. Here, we extend this method and demonstrate that PACS enables high-dimensional molecular profiling on TaqMan-targeted cells. Using a random priming RNA-Seq strategy, we obtained high-fidelity transcriptome measurements following PACS sorting of prostate cancer cells from a heterogeneous population. The sequencing data revealed prostate cancer gene expression profiles that were obscured in the unsorted populations. Single-cell expression analysis with PACS was subsequently used to confirm a number of the differentially expressed genes identified with RNA sequencing.

**Conclusions:**

PACS requires minimal sample processing, uses readily available TaqMan assays and can isolate cell subtypes with high sensitivity. We have now validated a method for performing next-generation sequencing on mRNA obtained from PACS isolated cells. This capability makes PACS well suited for transcriptional profiling of rare cells from complex populations to obtain maximal biological insight into cell states and behaviors.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2694-2) contains supplementary material, which is available to authorized users.

## Background

The analysis of rare and biologically important cell subtypes presents a common challenge in the study of cancer, immunology, development and infectious disease. Subtypes within a sample are often not observable through bulk molecular measurements performed on the entire population [1–4]. Consequently, tools that can individually analyze single cells within a population are essential for uncovering critical biological information on subtypes. Fluorescence Activated Cell Sorting (FACS) is one such single-cell analysis method that has been widely employed to characterize heterogeneous populations of cells [5, 6]. Although FACS is very high in throughput and can recover cells for downstream analysis, it relies on antibody staining that can be laborious and is often low in sensitivity. More importantly, antibodies are unable to characterize nucleic acid based biomarkers such as transcripts, genomic DNA, and mRNA splice variants. To overcome this limitation, cytometry methods that rely on Fluorescence *in situ* Hybridization (FISH) have been used to enumerate and sort cells based on nucleic acid sequences of interest [7–9]; however, FISH-flow cytometry requires numerous sample processing steps that can result in significant cell loss, alter the gene expression profile of the cell or preclude downstream sequencing of the isolated cells.

A promising new approach to single-cell analysis relies upon molecular barcodes that are paired with the transcriptomes of individual cells confined to microwells or emulsion droplets [10–12]. The barcoded oligonucleotides enable reverse transcription of polyadenylated mRNAs and are used to reconstruct, *in silico*, the gene expression profiles of individual cells following sequencing of the pooled single-cell RNA-Seq libraries. The relatively unbiased nature of this type of approach makes it a powerful “bottom up” tool for the discovery of unknown cell subtypes [13]. Although barcoding methods improve upon the throughput of previous single-cell sequencing methods [14], most of them are restricted to the analysis of only hundreds to a few thousand cells per experiment and many of the cells within a sample can be lost due to inefficient barcode pairing [12]. This significant throughput limitation makes them unsuitable for biological samples consisting of tens or hundreds of thousands of cells.

We previously introduced a novel cytometry technology, PCR-activated cell sorting (PACS), which is able to analyze more than 100,000 individual cells in parallel [15], a level of throughput over 40-fold higher than single-cell barcode sequencing methodologies. PACS works by interrogating individual cells with multiplexed TaqMan PCR assays performed in microfluidic droplets for the presence of specific combinations of transcripts, splice variants, non-coding RNAs or genomic DNA and accurately sorts the cell material for further processing [15, 16]. The use of readily available TaqMan assays enables PACS to sort cells with high-specificity, low cost and minimal assay optimization-major advantages over other cytometry approaches. Another key feature of PACS is the use of a two-step microfluidic workflow that first compartmentalizes cells into droplets and then prepares the cell lysate for amplification prior to subsequent microfluidic addition of the TaqMan RT-PCR reagents. This approach is critical for mitigating non-specific TaqMan probe fluorescence and inhibition of RT-PCR enzymes caused by high concentrations of untreated crude cell lysate in microdroplets [17–20]. Additionally, this two-step microfluidic workflow affords the use of smaller volume microdroplets that both reduce reagent cost and enable high throughput.

PACS, like FACS and FISH-flow cytometry, is a “top down” approach to subdividing cell populations [13]. This approach requires pre-selection of known nucleic acid biomarkers for the multiplex TaqMan reactions and subsequent cell subtype classification. While the enumeration of cell subtypes provides valuable information to researchers, for PACS to be most useful, it would not only offer a unique and advantageous approach for the initial high-throughput cell classification and enrichment, but also enable unbiased high-dimensional profiling of gene expression following isolation of subtypes. This additional capability would make PACS ideally-suited for the analysis of subtypes from large heterogeneous cell populations such as circulating tumor cells partially enriched from blood [21–23], disaggregated solid tumors [24–28], leukemias [29–32], virally infected cells [33–35], stem cells [36, 37] and subpopulations of the immune system [13, 38, 39].

In this report, we further characterize PACS and show that the method is capable of sensitive detection of prostate cancer cells across multiple TaqMan assays and cell types. We also demonstrate unbiased RNA sequencing on PACS isolated cells and show that this approach can be used to uncover the gene expression profiles of cells that were originally masked by heterogeneity in the unsorted population. These capabilities make PACS valuable for isolating rare and clinically relevant cell subtypes for comprehensive molecular characterization.

## Results

### PACS workflow for expression profiling

To investigate heterogeneous cell populations with the PACS workflow, cells from a mixed cell suspension are first encapsulated and lysed in microdroplets (Fig. 1a and b). The cells are encapsulated at limiting dilution such that most drops are empty but ~1–5 % contain single cells, in a process governed by Poisson statistics. Following cell lysis and thermal incubation, the droplet-compartmentalized lysate is then merged with RT-PCR reagents and in-droplet TaqMan PCR assays are performed to identify the presence of target nucleic acids (Fig. 1b). The reactions can be multiplexed to detect the expression of specific combinations of nucleic acids in individual cells by using separate TaqMan hydrolysis probes, each linked to a different fluorophore. The TaqMan generated fluorescence values associated with single cells in droplets can be visualized on scatter plots and used to trigger dielectrophoretic droplet sorting when the desired target subtype is identified (Fig. 1b) [15, 40, 41]. The cell contents from the isolated droplets are then recovered and prepared for downstream molecular analysis, including transcriptome profiling (Fig. 1c-e). Unlike our previous method that sampled a portion of each cell’s lysate for single-cell droplet PCR [16], the totality of the lysate is now analyzed and sorted with PACS.

**Fig. 1:**
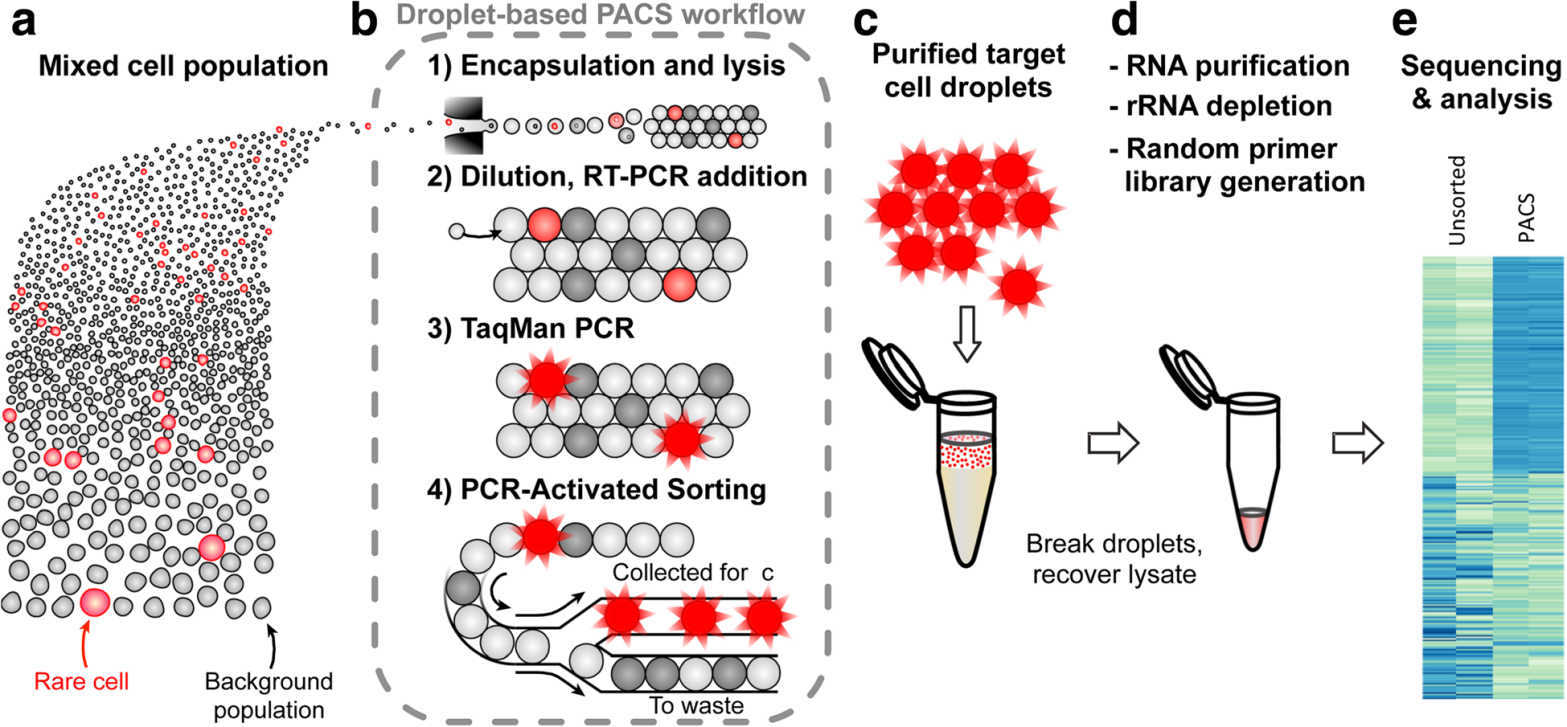
Workflow for droplet-based rare cell enrichment and analysis. **a** Single cells from a heterogeneous population are encapsulated in microfluidic droplets and lysed (**b**). The cell content is merged with RT-PCR reagents, and single cell TaqMan assays are performed in droplets. PCR-Activated Cell Sorting (PACS) allows the recovery of droplets with the desired TaqMan fluorescence profile (**c**). After breaking the emulsion, the nucleic acids are recovered and used for downstream analysis, including library preparation for RNA-Seq (**d**) and gene expression analysis (**e**)

### Sensitive rare cell detection with PACS

The analysis of rare cells within a population requires detection that is both specific for the target cells and also capable of sensitively interrogating each and every cell within a sample. Cell spike-in experiments offer a straightforward way to assess PACS detection efficiency on a known number of target cells. To investigate the specificity and sensitivity of our method for target cell spike-in detection, we first established a multiplex TaqMan PCR assay that could be used to precisely identify differing numbers of prostate cancer cells from a background population of lymphocytes. Vimentin (VIM gene) is an intermediate filament protein that is highly expressed in cells undergoing epithelial-to-mesenchimal transitions and is generally absent from cells of lymphopoietic origin [15, 42]; conversely, PTPRC is commonly expressed in leukocytes, but not highly expressed in prostate cell types [16, 43, 44]. A multiplex TaqMan assay targeting VIM and PTPRC transcripts should identify both lymphocyte and prostate cancer cell types used in our spike-in experiments. In the example spike-in assay shown in Fig. 2a, 50 PC3 cells were mixed with ~10,000 Raji cells and analyzed with the PACS workflow using a HEX-labeled TaqMan assay targeting VIM, and a FAM-labeled TaqMan assay targeting PTPRC. To independently verify correlation of VIM+ TaqMan signal with spike-in cells, the prostate cancer cells were stained with calcein violet. As shown in the scatter plots, we efficiently identified a total of 47 out of 50 (94 %) calcein positive spike-in cells with PACS. Furthermore, the majority of the drops containing calcein violet were also positive for VIM expression (HEX signal positive, 44 out of 47–94 %, right panel) confirming the specificity and sensitivity of single-cell TaqMan detection in droplets. 2 of the 44 VIM-positive drops (5 %) were also positive for PTPRC FAM signal. This was likely due to either low-level PTPRC expression in some PC3 cells or co-encapsulation with a background Raji cell. The PTPRC+ droplets were easily excluded from sorting, preventing possible contamination of the sorted cancer cells with undesirable background cells.

**Fig. 2:**
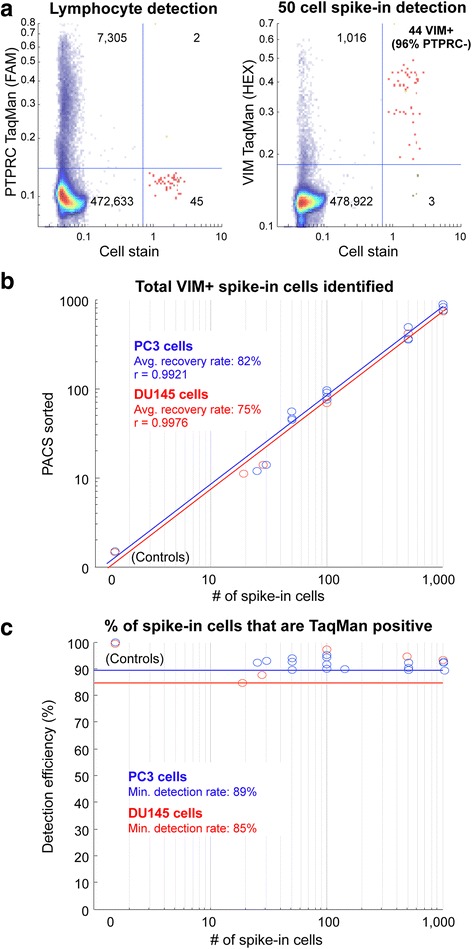
Sensitivity and specificity of detection of rare cells using PACS. **a** Scatter-plot diagram of cell stain intensity values, and PTPRC (FAM, lymphocyte staining, left) or VIM (HEX, PC3 staining, right) fluorescence from multiplexed TaqMan assays. 44 out of 47 PC3 cells expressed VIM, and only 2 of 44 also expressed PTPRC. The blue lines represent the thresholds applied to differentiate clusters; the heat map correlates with drop counts. **b** Dynamic range of PACS. Different numbers of PC3 (blue circles) or DU145 (red circles) cancer cells were spiked in and sorted from a background of lymphocyte Raji cells. The scatter plot shows strong correlation between the number of cells spiked in and the number of VIM+ drops, with a recovery of 82 % and 75 % for PC3 and DU145, respectively. Straight lines represent the fit across spike-ins. **c** The scatter plot shows the reproducibility of the PACS workflow across spike-ins in the two cancer cell lines. The detection efficiency (number of spiked-in cells that show a positive TaqMan signal) is consistently above 89 % (blue line) and 85 % (red line) for PC3 and DU145 cells, respectively

To further characterize the sensitivity and limit of cell detection with the PACS workflow, we spiked calcein-labeled PC3 cells into ~10,000 Raji cells at cell numbers of 0, 25, 50, 100, 500 and 1000 cells. Using the VIM+/PTPRC- TaqMan assay selection criteria, we accurately identified and recovered, on average, 82 % of PC3 input cells across the different spike-in cell populations with PACS (Fig. 2b). Notably, VIM+ TaqMan correlation with the calcein positive droplets displayed an average of 92 % and a minimum of 89 % TaqMan detection rates for these experiments (Fig. 2c). Critically, these results were not unique to PC3 cells. We obtained similar PACS results with a different prostate cancer cell line, DU145. On average 75 % of the calcein positive DU145 input spike-ins were identified, with an average VIM+ TaqMan detection rate of 93 % and a minimum of 85 % (Fig. 2c).

We also investigated whether background cell populations that more closely resemble a complex primary biological sample affected PACS detection of prostate cancer cells. Peripheral Blood Mononuclear Cells (PBMCs) were isolated from whole blood and used as the background cell population for PC3 cell spike-in experiments. We and others have observed significant vimentin expression within PBMC cell populations [45]; consequently, we used TaqMan assays targeting EpCAM and ARHGAP29 transcripts for specific identification of prostate cancer cells. Similar to our results shown in Fig. 2a, we identified spiked-in PC3 cells at a sensitivity of 83 % with the TaqMan assay targeting EPCAM and 94 % with the TaqMan assay targeting ARHGAP29 (Additional file 1: Figure S1) [23, 43, 46]. Collectively, these data indicate that PACS is capable of detecting multiple rare cell types with high specificity and sensitivity.

### Rare cell molecular analysis following PACS isolation

To test whether PACS sorting can efficiently enrich target cell mRNA for downstream analysis, we examined KRT19 transcript levels before and after sorting (Fig. 3). KRT19 is a cytokeratin that is expressed by many epithelial cancer cells but mostly absent in lymphocytes [22, 23]. We quantified the expression of this transcript in the cell lysate derived from both unsorted PC3:Raji cell spike-in populations as well as PACS VIM+/PTPRC- sorted spike-ins (all spike in populations contained 10,000 Raji cells prior to PACS sorting), and compared its relative abundance to GAPDH to control for different amounts of input material. We reasoned that if PACS accurately identified and sorted PC3 cells from the heterogeneous population, we would expect the relative abundance of KRT19/GAPDH following sorting to resemble that of the pure PC3 cells, while the unsorted material would show reduced KRT19 levels due to the presence of mostly Raji cells with a small percentage of high-expressing PC3 cells. Indeed, qRT-PCR analysis on material recovered from a PACS sorted 50 PC3 cell spike-in experiment showed that KRT19 and GAPDH were expressed at similar levels, and closely matched the relative expression observed for the pure PC3 population (Fig. 3a,b). As expected, pre-sorted material had much lower KRT19 expression relative to GAPDH (Fig. 3b). PACS-sorted material shows a similar level of KRT19/GAPDH enrichment across the 100, 500 and 1000 cell spike-in numbers, again validating that our approach is both accurate and sensitive (Fig. 3c). The variability observed in these experiments could be attributed to biological noise. With the small number of cells analyzed, cell-to-cell variability in gene expression can play a substantial role in the overall expression pattern of KRT19. Additionally, effects from RNA loss during processing and handling could also increase with decreasing cell numbers leading to higher variability in the qRT-PCR reactions.

**Fig. 3:**
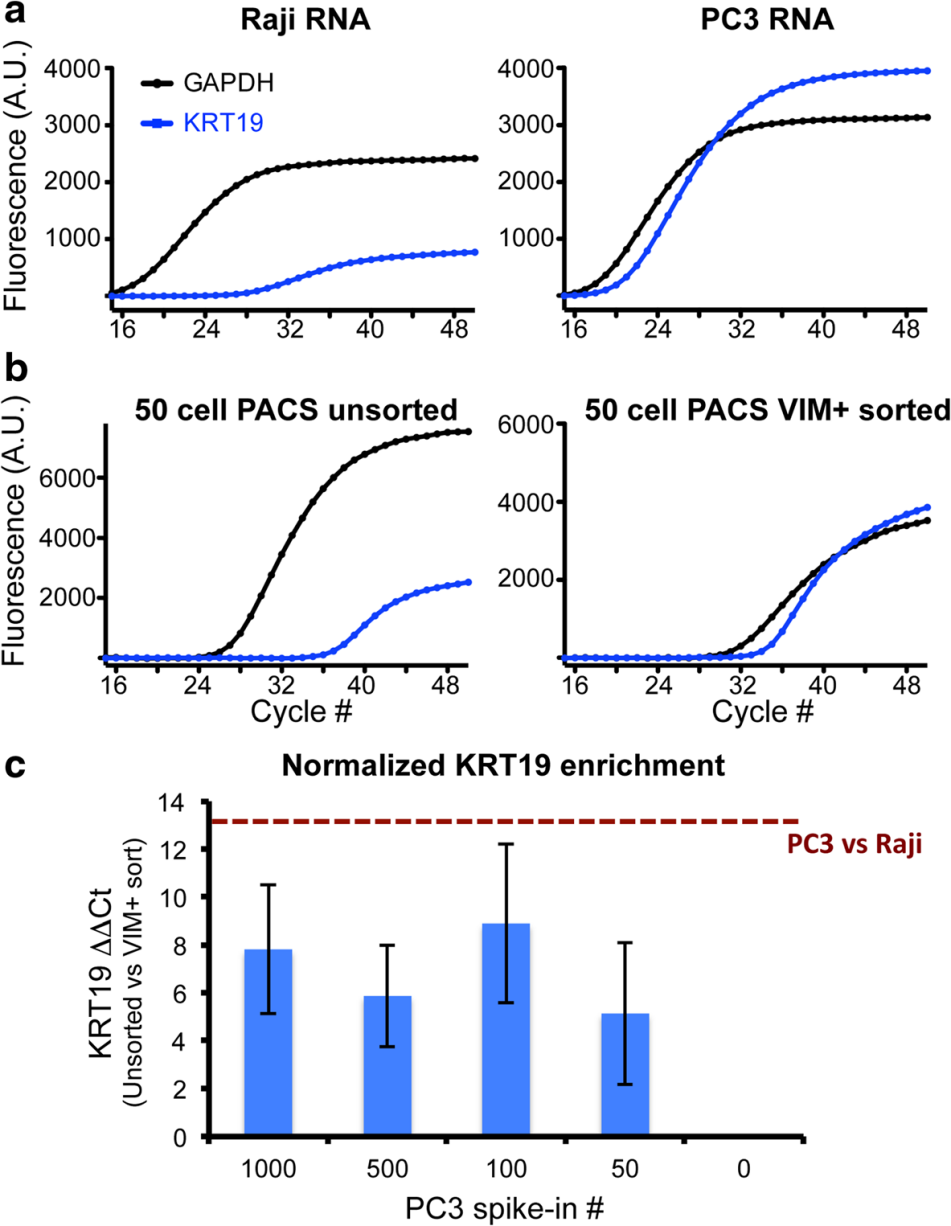
KRT19 expression analysis on PACS-sorted cells. **a**-**b** Representative qRT-PCR amplification curves using RNA from pure Raji and PC3 populations (**a**), or a 50 PC3 cell spike-in unsorted and VIM + −sorted material (**b**) amplified using TaqMan assays targeting GAPDH and the PC3-specific KRT19 gene. **c** Relative quantification of KRT19 in VIM + −sorted lysate compared to material from a heterogeneous population across several cell spike-ins shows reliable enrichment in sorted material. Dark red line represents the maximum ΔΔCt KRT19 calculated as the difference in ΔCt values between pure PC3 and Raji populations. Error bars = SEM

### Transcriptome analysis of PACS-sorted cancer cells

High-dimensional, quantitative gene expression analysis with RNA sequencing can yield crucial insight into rare cell states and behaviors [13, 14]. The successful enrichment and qRT-PCR analysis of KRT19 expression indicated that next-generation transcriptome sequencing on PACS isolated cell subtypes might be possible. Thermocycling can potentially reduce the amount of intact RNA in a sample; therefore, we chose to optimize a random priming approach for RNA-Seq (see Methods). We generated transcriptome libraries from replicate VIM+/PTPRC- sorted cell lysate derived from 1000 PC3 cells spiked into 10,000 B-lymphocyte Raji cells, and compared them with libraries prepared from unsorted heterogeneous cell spike-in populations (Fig. 4a). 

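RNA-Seq counts were examined for 4 groups of 2 libraries each: VIM+-sorted lysate, the unsorted Raji:PC3 population, pure Raji RNA and pure PC3 RNA. Raji is a B-lymphocyte line and PC3 a prostate cancer line, and the mixed population held 10000 Raji and 1000 PC3 cells. The authors aligned the reads to hg19 with TopHat2-Bowtie2, counted them per gene with HTSeq and deposited raw counts for 25237 gene symbols. The counts on genes were 1171911 and 1118837 in the VIM+-sorted replicates, 7189676 and 5312704 in the unsorted replicates, 2684198 and 2894749 in Raji, and 2847310 and 3429702 in PC3. Reads on genes made up 20.1% and 16.9% of the reads in the VIM+-sorted files, 37.7% and 33.6% in the unsorted files, and between 9.06% and 9.76% in the files of the pure lines. VIM and PTPRC, the targets of the sorting assay, together took 55.3% and 45.7% of the counts in the unsorted replicates, 10.5% and 5.37% in the VIM+-sorted replicates, and at most 0.101% in the pure lines. VIM alone took 8.34% and 3.52% in the VIM+-sorted and 14.7% and 23.8% in the unsorted replicates. It was thus lower in the libraries sorted for it, with a log2-fold change of -4.15 after the normalization below. In every sorted and unsorted library VIM had at least 41.3 times the CPM of the higher pure line. The change therefore compares this excess and cannot be read as VIM expression in the sorted cells. In unsorted replicate 1 PTPRC alone took 40.6% of the counts, with a 95% Wilson interval of 40.58% to 40.66%. The counts were normalized with edgeR's TMM method, whose factors were 0.389 and 0.247 in the unsorted libraries and between 1.30 and 1.61 in the other 6. All 8 libraries entered 1 quasi-likelihood fit over the 12911 genes that passed edgeR's expression filter, and genes with a Benjamini-Hochberg false discovery rate of at most 0.05 were called differentially expressed.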

Overall, we identified 4,461 differentially expressed genes (FDR ≤ 0.05), 2,242 of which were enriched in the VIM + −sorted population and 2,219 in the starting unsorted population (log_2_-fold change between 1.14 and 12.29, Additional file 2: Figure S2). 

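In the comparison of VIM+-sorted and unsorted libraries (2 replicates each), 6310 of 12911 tested genes were differentially expressed at a false discovery rate of at most 0.05. Of these, 3240 were higher in the VIM+-sorted population and 3070 in the unsorted population. Their absolute log2-fold changes lay between 0.47 and 12.96, with a median of 1.95. The choice of scaling moved these counts most: with library size alone in place of TMM normalization, 10608 genes were called, 10088 of them higher in the VIM+-sorted population. Library size includes VIM and PTPRC, at least 45.7% of the unsorted counts, which lowers the CPM of all other genes there. With TMM and both genes left out, a setting chosen after seeing the data, 6308 genes were called, 3249 of them higher in the VIM+-sorted population. With the replicate number, taken from the sample labels, as a block, 5789 genes were called. The deviations of same-numbered VIM+-sorted and unsorted libraries from their group means correlated across genes with r = 0.0302. Among genes with a mean of at least 10 CPM in the higher group and both of its replicates above those of the other, the largest increases included WNT7A (log2-fold change 8.36, standard error 1.17, adjusted p = 0.00165 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), SLCO1B3, APBA2 and PACSIN3. NDFIP1 had the largest log2-fold change of that set, 10.44, but its 66158 counts in VIM+-sorted replicate 2 stood against 51 in replicate 1. WNT7A and SLCO1B3 had no count in either unsorted library, so the sizes of their log2-fold changes are uncertain. The largest decreases were those of MIR4477A, IGLL5, PPP1R16B, IKZF1 and HLA-DPA1, none of which had a count in either VIM+-sorted library. MIR4477A had 143 and 780 counts in the unsorted libraries and 0 in all Raji and PC3 libraries as well. Its log2-fold change of -12.96, the largest in absolute size, is thus a ratio to a group without counts. It ranged from -13.85 to -10.42 when single replicates were left out.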

We then analyzed the 4,461 differentially expressed genes in RNA-Seq data obtained from pure PC3 or Raji RNA (Fig. 4a). Strikingly, the expression profiles from pure PC3 RNA closely resembled the VIM + −sorted RNA (Pearson’s ρ = 0.866, Fig. 4a and Additional file 3: Figure S3a), indicating that PACS successfully enriched PC3 cells and uncovered the prostate cancer cell transcriptional signature that was not observable in the unsorted population. 

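Across the 6310 genes differentially expressed between VIM+-sorted and unsorted libraries, Pearson's r between VIM+-sorted and PC3 expression was 0.871 and Spearman's rho 0.879. Expression was the log2 of the mean CPM of the 2 replicates, normalized for library size, plus a pseudocount of 1. These are correlations across genes, which are not independent replicates. The 4 pairings of a single VIM+-sorted with a single PC3 library gave r between 0.848 and 0.878. Over the same genes, r between VIM+-sorted and Raji expression was 0.362, with a range of 0.350 to 0.366 over the single-library pairings. These genes were selected for differing between the VIM+-sorted and the mostly Raji unsorted libraries, which can lower this r by itself. Over all 12911 tested genes r was 0.545 with Raji and 0.888 with PC3. Over the 6310 genes without a pseudocount, leaving out genes with a mean of 0 in either group, r between VIM+-sorted and PC3 expression was 0.854. Of the 3240 genes higher in the VIM+-sorted population, 3096 (95.6%) were also higher in PC3 than in Raji, and 2703 (83.4%) were so at a false discovery rate of at most 0.05. Of the 3070 genes higher in the unsorted population, 2773 (90.3%) were also higher in Raji than in PC3, and 2046 (66.6%) were so at that rate. From the resemblance of the VIM+-sorted and PC3 profiles, the paper concludes that PACS enriched PC3 cells and uncovered their transcriptional signature.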

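Over the same 6310 genes, Pearson's r between unsorted and Raji expression was 0.808 and Spearman's rho 0.858. The 4 pairings of a single unsorted with a single Raji library gave r between 0.762 and 0.839, which did not overlap the range of the VIM+-sorted and PC3 pairings. Between unsorted and PC3 expression r was 0.454 (0.625 over all 12911 tested genes, where unsorted and Raji gave 0.813). The 2 unsorted replicates correlated with each other at r = 0.919, the 2 VIM+-sorted replicates at 0.961, the Raji replicates at 0.991 and the PC3 replicates at 0.983. With VIM and PTPRC left out and library sizes recomputed, a setting chosen after seeing the data, r between unsorted and Raji expression was 0.828.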

The transcriptional signatures of the unsorted spike-in population and the Raji cells are also well correlated (Pearson’s ρ = 0.796, Fig. 4a and Additional file 3: Figure S3b); however, as expected, the correlation is slightly lower than between the VIM^+^-sorted and PC3 samples due to the presence of PC3 cells in the unsorted population (10:1, Raji:PC3).

**Fig. 4:**
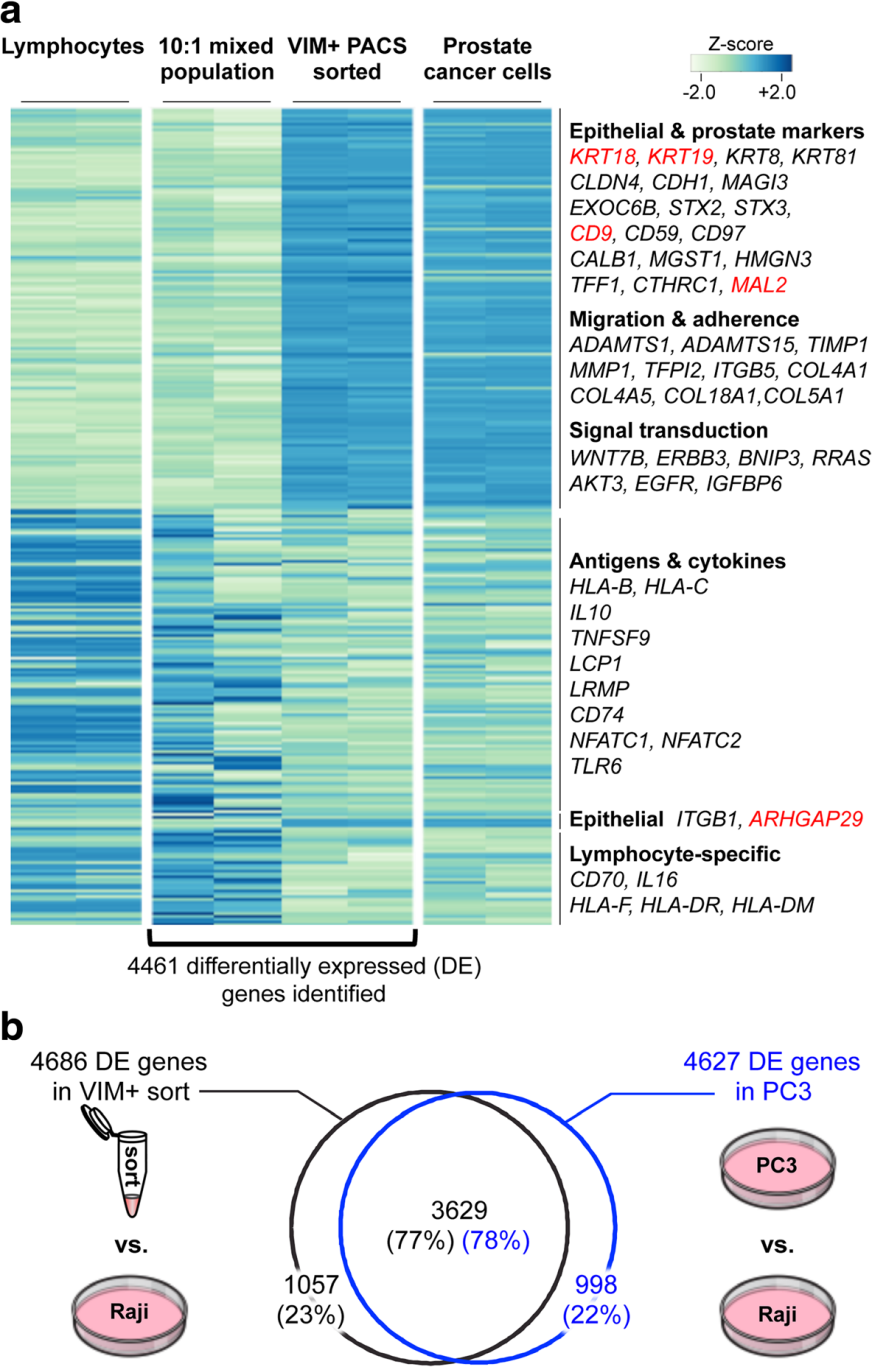
Transcriptome analysis of PACS-sorted cells. **a** Hierarchical clustering of the 4461 genes differentially expressed (DE) between VIM + −sorted droplets and the Raji:PC3 (10:1) starting heterogeneous population. 1,126 and 1,130 VIM+ sorted cells were sequenced from the two replicate experiments. The expression of the same 4461 genes in the pure lymphocyte (Raji) and prostate cancer cell (PC3) populations are shown for comparison. The genes in red were independently verified as being differentially expressed in PC3 cells. The heat map represents Z-scores of log_2_ counts per million (**b**) Venn diagram showing the number of DE genes in common between prostate cancer PC3 cells and VIM + −sorted material when each is independently compared to the lymphocyte Raji cell line. Of the 4686 DE genes in VIM + −sorted material, and 4627 DE genes in PC3 cells, 3629 (77 % and 78 %, respectively) are in common

We expected the PACS VIM + −sorted material to be enriched in transcripts representative of prostate cells that are epithelial in origin, and to be depleted of genes typical of immune cells. Indeed, genes differentially expressed in the VIM + −sorted population play roles in epithelial polarity (STX2, STX3, EXOC6B) and adhesion (integrins ITGB1 and ITGB5, CLDN4, CDH1), cell migration (ADAMTS1 and ADAMTS15 metallopeptidases) and known markers of prostate cells (CD9, CD59, CD97, KRT18, KRT19). Conversely, the unsorted RNA is enriched in lymphocyte-specific transcripts and genes involved in antigen processing and presentation (several members of the HLA gene family, interleukins 10 and 16, CD74).

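All 16 genes that the text places on the VIM+-sorted side and the 22 further ones in Fig. 4a were higher in the VIM+-sorted than in the unsorted libraries at a false discovery rate of at most 0.05. Values are TMM-normalized CPM as mean ± SD of 2 replicates. KRT19, on chromosome 17 of GRCh37 from 39679869 to 39684560, reached 294 ± 5.87 in VIM+-sorted and 27.1 ± 5.94 in unsorted libraries (log2-fold change 3.46, standard error 0.22, adjusted p = 7.73e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KRT18, on chromosome 12 from 53342655 to 53346690, reached 183 ± 15.3 against 18.5 ± 6.73 (log2-fold change 3.27, standard error 0.27, adjusted p = 0.000136 from the same edgeR test). CD59 rose by 3.99 and CD97, named ADGRE5 in the current annotation, by 4.05 on the log2 scale. Among the adhesion genes, ITGB1 reached 957 ± 10.4 against 195 ± 4.42, while the log2-fold changes of ITGB5, CLDN4 and CDH1 were 4.72, 2.71 and 2.70. ITGB5 had only 3 and 0 counts in the unsorted libraries, and its log2-fold change ranged from 4.16 to 8.95 without single replicates. The polarity genes changed less than the adhesion genes, with log2-fold changes of 1.41 for STX2, 1.28 for STX3 and 1.60 for EXOC6B. For EXOC6B this rested on unsorted replicate 1: without it the log2-fold change was 3.18, against 2.28 for ITGB1 and 2.78 for CDH1. EXOC6B had few counts, 61 and 39 in the VIM+-sorted and 37 and 4 in the unsorted libraries, and it no longer passed the threshold when only the 4 libraries of the contrast were fitted or when the counts were thinned to the smallest library. The same held for TFF1 of Fig. 4a under both settings and for CLDN4 with thinned counts. ADAMTS1 and ADAMTS15 had log2-fold changes of 3.51 and 2.76. These ranged from 2.73 to 4.19 and from 2.15 to 7.66 when single replicates were left out. ADAMTS15 had only 5 and 0 counts in the unsorted libraries.

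**Figure D1:**
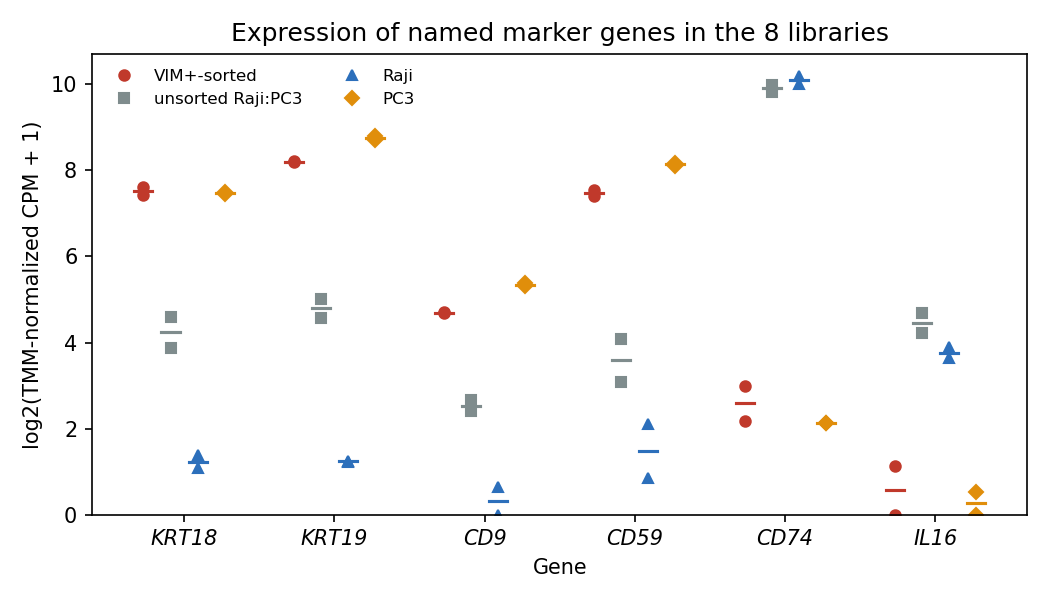
Expression of 6 genes named in the text in the 8 libraries. The vertical axis is log2 of the TMM-normalized CPM plus 1, each point is 1 library, and each short line is the mean of the 2 replicates. KRT18, KRT19, CD9 and CD59 lie higher in VIM+-sorted than in unsorted libraries, and CD74 and IL16 lie lower.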

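CD74, on chromosome 5 of GRCh37 from 149781200 to 149792532, had a TMM-normalized CPM of 962 ± 83.4 in the unsorted and 5.22 ± 2.38 in the VIM+-sorted libraries (mean ± SD of 2 replicates; log2-fold change -7.50, standard error 0.35, adjusted p = 4.77e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL16 had a log2-fold change of -5.16 (standard error 0.79, adjusted p = 0.00164 from the same edgeR test), with 69 and 23 counts in the unsorted and 0 and 2 in the VIM+-sorted libraries. A count of 0 in VIM+-sorted replicate 1 is a value under the 2.56 CPM that 3 counts stand for at its depth. This CPM is by library size alone and not TMM-normalized, unlike the values above. IL10 had a log2-fold change of -3.04 (standard error 0.86, adjusted p = 0.0216 from edgeR's quasi-likelihood test), and with library size alone in place of TMM its adjusted p was 0.454, and it did not pass the threshold with thinned counts either. Of the 24 HLA symbols reported, 20 were tested, and 15 of these were lower in VIM+-sorted libraries at a false discovery rate of at most 0.05, while 0 were higher. With library size alone, 14 were lower and 5 higher at that rate: HLA-C, HLA-E, HLA-H and HLA-L, whose direction reversed, and HLA-F-AS1, which with TMM was higher too, with a log2-fold change of 2.03, but did not pass the threshold. Several HLA genes are near-identical copies of each other, so the split of reads among them is uncertain.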

To further demonstrate that sequencing results from PACS-sorted RNA are similar to those obtained from RNA isolated directly from cells, we compared the transcriptional profiles of pure PC3 populations or those from VIM^+^-sorted cells to the profile of pure Raji cells. We identified 4,686 and 4,627 genes as differentially expressed (FDR ≤ 0.05) in the VIM + −sorted and the PC3 cell populations, respectively. 

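Against pure Raji RNA, 7637 of 12911 tested genes were differentially expressed in the VIM+-sorted libraries, 4077 higher and 3560 lower. In PC3 RNA 6941 genes were differentially expressed, 3913 higher and 3028 lower. All groups had 2 replicates, and a false discovery rate of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was used. With the replicate number as a block, 7380 and 6640 genes were called. The deviations of same-numbered libraries from their group means correlated across genes with r = -0.00629 for VIM+-sorted and Raji libraries and 0.00677 for PC3 and Raji libraries.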

Notably, 78 % of the genes found to be differentially expressed in the pure PC3 cells were also identified as differentially expressed from the VIM + −sorted material (Fig. 4b). These results support the use of PACS for high-dimensional gene expression profiling on sorted cell subtypes.

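Of the 6941 genes differentially expressed between PC3 and Raji, 6034 (86.9%) were also differentially expressed between VIM+-sorted material and Raji. They were 79.0% of the 7637 genes of the latter comparison. In 5993 of the 6034 shared genes (99.3%) the change had the same direction, and in 41 it did not. The log2-fold changes of the 2 comparisons, which share the Raji libraries, correlated across the 12911 tested genes with Pearson's r of 0.924. If the 2 lists were independent, 4106 shared genes would be expected. Since both use the same Raji libraries they are not independent, so this number cannot serve as the value without resemblance. The same limit holds for the shared direction and r. Fitting only the 4 libraries of each contrast moved the share most, to 79.5% of the PC3 genes. With the replicate number as a block it was 86.5%, with 5745 shared genes.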

### Validation of differentially expressed genes with single-cell RT-PCR

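MAL2 had a log2-fold change of 2.51 between VIM+-sorted and unsorted libraries (standard error 0.29, adjusted p = 0.000454 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 199 and 143 counts in the VIM+-sorted and 35 and 29 in the unsorted libraries. ARHGAP29 had a log2-fold change of 3.16, CD9 of 2.40 and KRT18 of 3.27. The mean over the 4 genes was 2.84, with an SD of 0.44 and a standard error of the mean of 0.22 over genes. Leaving out each VIM+-sorted or unsorted replicate in turn gave means from 2.76 to 2.94, and the replicate number as a block gave 2.84. With library size alone in place of TMM normalization the mean was 5.12.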

We next sought to validate our transcriptome profiling results by investigating the single-cell expression profiles of selected genes (MAL2, ARHGAP29, CD9, and KRT18) found to be enriched in VIM+ PACS sorted RNA-Seq libraries (average log_2_ fold change 2.8 ± 0.23, Fig. 4a). Similar to previous experiments, PC3 cells were stained with calcein violet and spiked into a Raji background population. If the target transcripts were differentially expressed in PC3 cells, we would expect the TaqMan signal to be highly correlated with cell staining. As shown in Fig. 5, the majority of PC3 cells expressed each target gene (detection rates ranged between 95 %–98 %, mean = 97 ± 1 %), while only a small fraction of Raji cells did (between 6 %–28 % of cells, mean = 15 ± 5 %). The presence of target transcripts in some of the Raji population does not hinder PACS enrichment of PC3 cells, since the Raji cells are also positive for PTPRC expression detected with the multiplexed TaqMan approach. Subsequent to the above experiments, we added Cy5 dye detection capability to the PACS platform for expanded multiplex detection using calcein, a TaqMan assay targeting lymphocytes (PTPRC) and two TaqMan assays specific for prostate cancer cells (VIM and EPCAM, Additional file 4: Figure S4). These experiments validate the results from our transcriptome profiling data and underscore the value of PACS for rare cell subtype characterization and biomarker discovery.

**Fig. 5:**
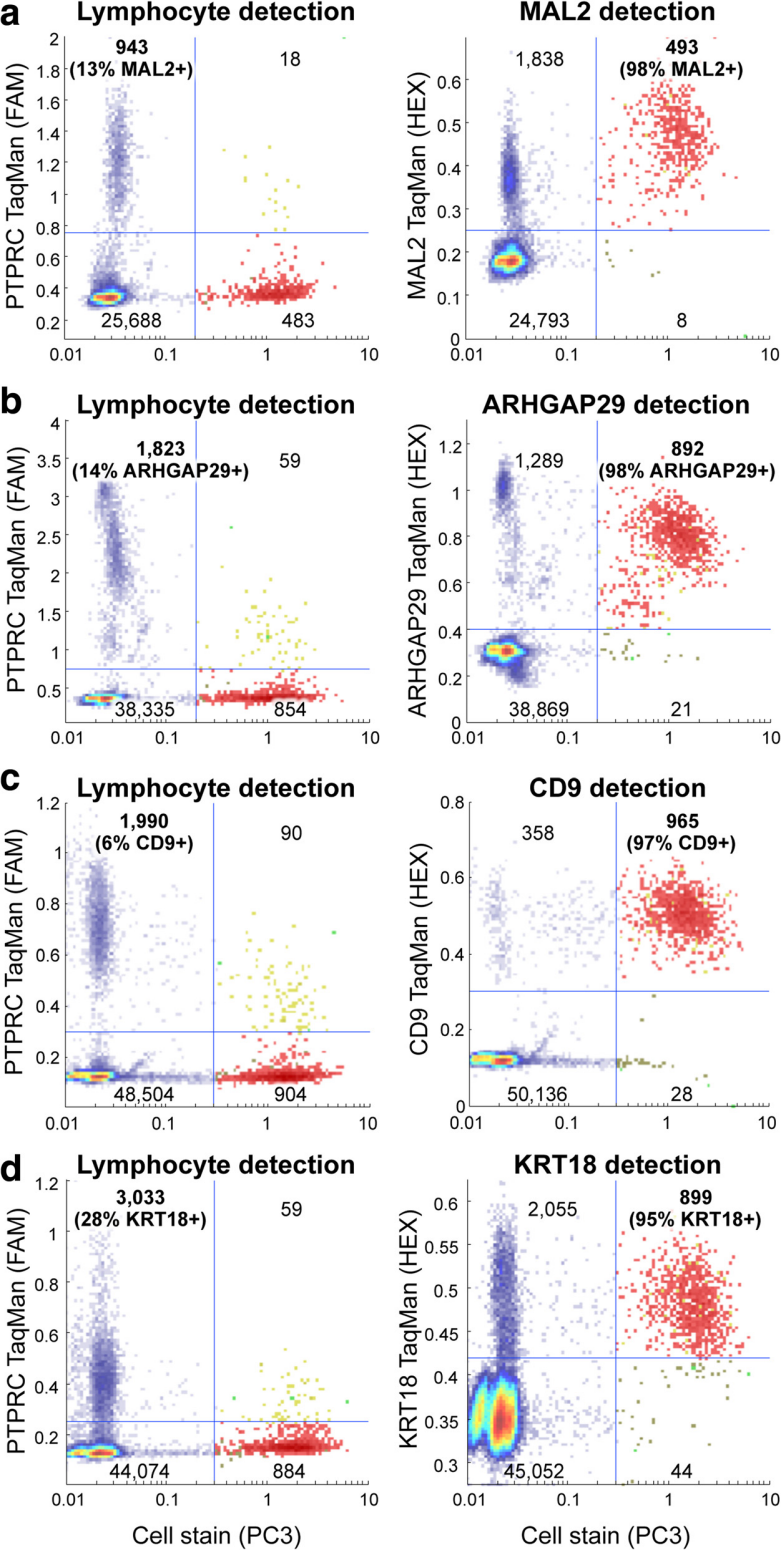
Confirmation of differentially expressed genes. **a**-**d** In the scatter plots, most drops containing PC3 cells (red) show expression of MAL2, ARHGAP29, CD9, and KRT18 (**a**-**d**, right panels), compared with sparse expression of the same genes in drops containing Raji lymphocytes (**a**-**d**, left panels) in multiplexed TaqMan assays. The blue lines are the thresholds to define clusters; the heat map colors are proportional to drop counts

## Discussion

PACS is a powerful approach to cell subtype identification, sorting and characterization. A fundamental feature of the PACS workflow is the use of inexpensive, reliable and readily available TaqMan assays. These assays allow for extremely sensitive and specific detection of nucleic acids and give PACS key advantages over other “top down” approaches to cell identification and sorting. We showed that a VIM+/PTPRC- multiplex TaqMan assay run on the PACS workflow enables high-fidelity identification of prostate cancer cells from both a background cell line or primary cell population. PACS is currently configured for detection of four fluorescent channels. With further expansion of our fluorescence detection capability, PACS should enable efficient multiplexing of at least five independent TaqMan assays using readily available probe dye and quencher combinations. The ability to multiplex both positive and negative selection markers with PACS provides efficient target cell identification with an extremely low false positive rate. It is important to note that PACS is flexible and not restricted to assaying only calcein viability dye and mRNA transcripts within cells. PACS has also been used to identify cell subtypes based on non-coding RNA and genomic DNA sequences, a capability not possible with single-cell barcoding methods that rely on polyadenylated mRNA [11, 12, 15]. Moreover, the PACS method can simultaneously interrogate cells labeled with fluorescent antibodies against surface markers together with TaqMan reaction fluorescence. This ability to correlate protein and nucleic acid biomarkers in a single workflow could prove highly effective for the unambiguous identification of many cell subtypes.

While PACS relies on preselected TaqMan assays to initially identify cell subtypes, unbiased transcriptome profiling on the contents of isolated cells can reveal essential information on the biology underlying the selected subpopulation. The principal challenge to expression profiling on PACS sorted material is the fragmentation of cellular RNA during droplet thermocycling in the presence of divalent cations, which produces RNA quality similar to FFPE samples. To overcome this challenge, we optimized a random-priming RNA library preparation protocol that works well on PACS-sorted RNA. The ability of this protocol to deliver accurate and minimally biased transcriptome information is evidenced by our data. We show that sequencing of PACS sorted RNA is sufficient to correctly differentiate among cell subtypes and extract cell-specific transcriptional signatures. In addition to transcriptome profiling, PACS could also enable full genome sequencing on isolated cell subtypes. We previously demonstrated the ability to perform targeted genomic DNA sequencing with PACS and a related droplet-based enrichment method, MESA [15, 40]. The combination of transcriptome and genome sequencing makes PACS a unique platform to reveal not only key aspects of cell behaviors, but also the genetic drivers responsible for those behaviors.

The potential applications of PACS are numerous and encompass multiple fields in the life sciences. With a demonstrated throughput of over 100,000 cells per experiment [15], PACS is uniquely suited for analyzing large heterogeneous cell populations, including immune cells, disaggregated tumors and even circulating tumor and fetal cells, especially when combined with cell pre-enrichment or depletion strategies. Moreover, PACS is most useful when the cell subtype can’t be identified with antibodies, either because a suitably specific antibody is not available or the biomarker of interest is not translated into a protein. For example, PACS could allow the detection and isolation of human cells latently infected with HIV by directly targeting the genome integrated virus with TaqMan reactions [35]. Subsequent transcriptome profiling on these isolated cell reservoirs could identify critical host cell factors contributing to persistent infection and/or latency. Another unique PACS use case would be for the detection of non-coding RNAs or alternative splicing events that mark a disease state or contribute to its pathology [47].

## Conclusions

PACS is a novel cytometry method that is capable of detecting and isolating target cell subtypes with high sensitivity. The throughput, minimal sample processing and use of readily available TaqMan assays afford PACS significant advantages over existing tools for studying cellular heterogeneity. With the added ability to sequence RNA following sorting, we anticipate PACS will prove widely useful for enumerating and transcriptionally profiling rare cell subtypes from complex biological samples. Understanding the transcriptional status of these rare cells will aid in the study of human health and the causes of disease.

## Methods

### Cell culture and staining

Human PC3 and DU145 prostate cancer and Raji B-lymphocyte cell lines (publicly available, ATCC catalog numbers: PC3 CRL-1435, DU145 HTB-81 and Raji CCL-86) were cultured in complete DMEM (DMEM with 10 % FBS, 100 U/ml penicillin, and 100 μg/ml streptomycin) at 37 °C with 5 % CO_2_. Before cell staining, adherent PC3 and DU145 cells were detached with 0.25 % trypsin-EDTA (Invitrogen). Cells were then pelleted at 400 g for 4 min and washed once in Phosphate Buffered Saline solution (PBS, Life Technologies). Cells were resuspended in 1 ml Hank’s Balanced Salt Solution (HBSS, Life Technologies) with 5 μM Calcein Violet AM (eBioscience) and stained for 20–30 min at room temperature in the dark. Cells were then washed once with HBSS and resuspended in PBS that was density matched with OptiPrep (Sigma-Aldrich) prior to encapsulation in microfluidic droplets. For spike-in experiments, 5 μl aliquots of cell suspension were combined with an equal amount of trypan blue (Life Technologies), then loaded on chamber slides and counted with the Countess Automated Cell Counter (Invitrogen).

### Peripheral blood mononuclear cell (PBMC) isolation

6 ml of whole blood was mixed with an equal volume of PBS with 2 % FBS (Invitrogen), then loaded on a Histopaque-Accuspin column (Sigma). The column was centrifuged at 1,000 RCF for 10 min, and the plasma and buffy coat layers loaded on an Acrodisc WBC (Pall). The filter was washed twice with 10 ml PBS, and leukocytes were eluted in 7 ml of PBS-2 % FBS. Cells were pelleted at 200 g for 10 min and resuspended in PBS-OptiPrep as previously described.

### Microdroplet TaqMan RT-PCR

TaqMan reaction primers and probes were purchased as a pre-mixed assay from Integrated DNA Technologies (IDT). Amplification primers for the VIM and PTPRC genes were previously described [15, 16]. 

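The exon positions of these assays were placed on the MANE Select transcripts of GENCODE in GRCh37. ARHGAP29 has 23 exons there, and exon 20 spans 94645281 to 94645513 and exon 21 spans 94643408 to 94643723 on the minus strand of chromosome 1. The last 25 bases of exon 20 are ATTTCCTTATAGTACATCTAAAGCG and the first 25 bases of exon 21 are GGTAGTAGATCATGCAGAAGAAAAC. In CD9, on chromosome 12, exon 2 ends at 6334700 and exon 3 begins at 6341798. In MAL2, on chromosome 8, exon 3 ends at 120233997 and exon 4 begins at 120252405. The KRT18 junction, on chromosome 12, joins exon 4, ending at 53345429, to exon 5, beginning at 53345515. The EPCAM junction, on chromosome 2, joins exon 1, ending at 47596720, to exon 2, beginning at 47600602. Whether the assays were designed on these transcripts was not checked here.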

Exon junctions targeted by the IDT TaqMan assays are as follows: ARHGAP29 ex. 20–21, CD9 ex. 2–3, EPCAM ex. 1–2, GAPDH ex. 7–8, KRT18 ex. 4–5, KRT19 ex. 1–3, MAL2 ex. 3–4. SuperScript III Reverse Transcriptase (Invitrogen) and Platinum Multiplex PCR Master Mix (Applied Biosystems) were used for the microdroplet single-cell TaqMan reactions with the following thermocycling conditions: 15 min 50 °C, 93 °C for 2 min, 35–40 cycles of 92 °C for 15 s and 60 °C for 1 min. Reverse transcription in the droplets was performed only on transcripts targeted by the TaqMan assays, not on the whole transcriptome. For detection and sorting, thermocycled droplets were transferred to a 1 ml syringe and reinjected into a microfluidic device.

### Fabrication and operation of microfluidic devices

We performed the microfluidic droplet handling on devices made from polydimethylsiloxane (PDMS) molds bonded to glass slides; the device channels were treated with Aquapel to make them hydrophobic. The PDMS molds were formed from silicon wafer masters with photolithographically patterned SU-8 (Microchem) on them. We operated the devices with syringe pumps (NewEra), which drove cell suspensions, reagents and fluorinated oils (Novec 7500 and FC-40) with 5 % PEG-PFPE block-copolymer surfactant into the devices through polyethylene tubing [48].

Droplet fluorescence detection was carried out on a inverted microscope (Motic) using four coincident lasers (405 nm, 473 nm, 532 nm, and 640 nm, CNI lasers) to excite the cell viability stain and TaqMan probes. The resulting fluorescence channels (centered at 440 nm, 510 nm, 572 nm, and 680 nm) were separated from the lasers and each other with dichroic filters (Semrock) before being detected by four PMTs (Thorlabs). The detection was processed in real time using LabVIEW and an FPGA card (National Instruments). For sorting, the FPGA card was programmed to activate a high voltage power supply (Trek) connected to a salt-water electrode on the device to dielectrophoretically sort any drop that matched the desired fluorescence profile [49]. The drop scatter plots and statistics were generated using MATLAB. In the PACS scatterplots (e.g., Fig. 2a), the vertically oriented calcein violet threshold was set manually in the empty gap just to the left of the tightly clustered, brightly stained drops (red points). The thresholds for the TaqMan probes were set by placing an upper bound on the “dark” cluster on the lower left of each cell stain vs. probe plot (solid, multicolored regions); those thresholds were chosen to sit in the middle of the flat shoulder that was attached to the top of the dark cluster. Rgl was used for the 3D plots in Additional file 4: Figure S4c [50].

### Quantitative RT-PCR analysis of PACS-sorted RNA

Emulsions were broken as previously described [15]. The aqueous fraction from the droplets was diluted with water and split into two TaqMan RT-PCR assays targeting either KRT19 or GAPDH. qRT-PCR reactions were performed on the AriaMX Real-Time PCR System (Agilent Technologies). Differences in expression levels were calculated using background normalized Ct values from qRT-PCR amplification curves. For the KRT19 enrichment data in Fig. 3c, all Ct values were normalized using GAPDH as a standard. Prism software was used for the amplification plots in Fig. 3.

### RNA recovery and sequencing library preparation

Positively sorted TaqMan emulsions were broken using perfluoro-1-octanol and the aqueous fraction was diluted in water. Total RNA was purified using the Quick-RNA Microprep kit (Zymo), performing on column DNA digestion with 5 μl DNAse I and 5 μl Exonuclease I (NEB) for 90 min at RT to decrease genomic and TaqMan PCR amplicon contamination in the downstream preparation steps. The RNA was recovered by performing two 8-μl elutions. After rRNA depletion (Ribo-Zero Gold kit, Illumina), libraries were prepared using the SMARTer Stranded RNA-Seq kit (Clontech) and amplified using 15 PCR cycles. The libraries were purified with Select-a-Size DNA Clean & Concentrator columns (Zymo) with a 75 bp cutoff, and eluted in 22 μl. Libraries were analyzed on a High Sensitivity DNA Assay chip with a Bioanalyzer (Agilent Technologies), and sequenced on a HiSeq4000 in single-end 50 bp multiplexed runs. Sequenced reads passing quality control (FastQC, cutadapt, trimmomatic, [51, 52]) were aligned to the hg19 human transcriptome (iGenomes) using TopHat2-Bowtie2 mappers [53, 54]. Downstream analyses were performed using samtools, HTSeq [55], and the edgeR and gplots packages for R [56, 57]. The *Benjamini–Hochberg* procedure was used to control for multiple comparisons.

### Ethics

Anonymous blood samples were initially obtained from a commercial provider (AllCells) that operates with independent IRB approval. Donor anonymity was protected using United States HIPAA privacy and security rules. Following NIH policies governing human sample use, further ethical approval was not required for this study.

### Consent to publish

Consent was obtained by the commercial blood supplier at the time of sample donation.

### Availability of data and materials

The raw data and gene counts are accessible through the Gene Expression Omnibus (GEO) database at the following address: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80551.

## Additional files

Additional file 1: Figure S1.
*PACS detection from a primary cell population.* (a-b) PC3 spiked in Peripheral Blood Mononuclear Cells (PBMC) can be detected and sorted based on multiplex TaqMan assays. Scatter plots show cell stain (x-axis) versus PTPRC (left panels) and EPCAM (a) or ARHGAP29 (b) fluorescence (right panels). Red dots represent droplets with PC3 cells. The blue lines are the thresholds to define clusters; the heat map colors are proportional to drop counts. (TIF 8059 kb) Additional file 2: Figure S2.
*Distribution of fold changes of gene expression.* (a) Histogram representing the distribution of log_2_-fold change of genes expressed in PACS VIM + −sorted material and the heterogeneous Raji:PC3 (10:1) population (white bars). 

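Among the 6310 differentially expressed genes the median absolute log2-fold change between VIM+-sorted and unsorted libraries was 1.95. Of the 12911 tested genes, 7286 passed an unadjusted threshold of 0.05 in edgeR's quasi-likelihood test.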

Red bars show the distribution exclusively for the genes differentially expressed between the two samples. (Insert) Box plot of the log_2_-fold change distribution for the differentially expressed genes in (a). (TIF 7680 kb) Additional file 3: Figure S3.
*Correlation of read counts*. The scatter plots show the correlation between read counts in VIM + −sorted material and PC3 cells (a) and the correlation between read counts in the heterogeneous Raji:PC3 population and Raji cells (b) for the differentially expressed genes in Fig. 4a. The red line is a linear fit to the data. ρ indicates the Pearson’s correlation coefficient. The data is plotted as log_2_ of the average read count (in counts per million, CPM) normalized for library size. The green data points in (a) represent a subset of the 23 % (1057) of differentially expressed genes that were unique to the VIM+ PACS sort vs. pure Raji comparison from the Fig. 4b Venn diagram. 

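In the counts, 1603 genes were differentially expressed in the VIM+-sorted vs Raji comparison and not in PC3 vs Raji. Of these, 1353 (84.4%) changed in the same direction in PC3. Conversely, 907 genes were called only in PC3 vs Raji, and 799 of them (88.1%) changed in the same direction in VIM+-sorted material. Both comparisons use the same Raji libraries, which favours a shared direction by itself.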

The blue data points were also identified exclusively in the pure PC3 vs. pure Raji comparison (998 genes shown in Fig. 4b). (TIF 14209 kb) Additional file 4: Figure S4.
*PACS workflow showing 4-channel multiplex detection of calcein stained PC3 and Raji cells.* In many biological samples, it isn’t possible to specifically stain one cell type. Therefore, we performed PACS on a heterogeneous population of Raji:PC3 cells (10:1 ratio), staining both target and background cell populations. In this experiment, we also employed a third TaqMan assay targeting EPCAM. (a) A mixed population of calcein violet-stained Raji and PC3 cells can be separated as a PTPRC+ (green dots) and a PTPRC−/EPCAM+/VIM+ cluster (red dots), respectively. (b) In the absence of PC3 cells, the PTPRC−/EPCAM+/VIM+ cluster is absent and there is minimal detection of false positive Raji cells. The blue lines are the thresholds to define clusters; the heat map colors are proportional to drop counts. (c) The calcein-violet positive drops from (a) and (b) are represented in 3D plots. The plots highlight the position of the PC3 (red) and Raji (green) clusters in the fluorescent space for the heterogenous Raji:PC3 population (left) or Raji only cells (right). The black cluster represents calcein positive drops with no TaqMan fluorescent signal. The blue dots represent drops that are positive for all TaqMan assays (38, left panel). This data demonstrates the utility of the TaqMan multiplexing approach to accurately identify target cells without relying on cell-type specific staining.

## Abbreviations

PCR: polymerase chain reaction
RT: reverse transcription
PACS: pcr-activated cell sorting
RNA: ribonucleic acid
DNA: deoxyribonucleic acid
FACS: fluorescence-activated cell sorting
FISH-FC: fluorescence in situ hybridization-flow cytometry
NIH: National Institutes of Health

How the deposited data were processed for this re-analysis (not part of the article)

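RNA-Seq was analysed in 8 libraries, 2 each of VIM+-sorted lysate, the unsorted Raji:PC3 population, pure Raji RNA and pure PC3 RNA. The authors deposited raw counts of reads per gene symbol, made by aligning single-end reads to the hg19 transcriptome with TopHat2-Bowtie2 and counting with HTSeq; the libraries were made with a stranded kit, and the versions, the counting mode and the strand setting of the counting are not given in the paper's text. The summary lines at the end of each file, such as reads with no feature or without a unique alignment, were kept apart from the genes. Samples were assigned to groups from the sample labels and the paper.

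Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, its default expression filter over the 4 groups, and 1 quasi-likelihood fit over all 8 libraries. P-values were adjusted by the Benjamini-Hochberg procedure, and a false discovery rate of at most 0.05 was the threshold. The paper names edgeR, this procedure and the threshold, and its text does not name the test or filter. Correlations used log2 of the mean CPM plus a pseudocount of 1. The share of PC3 RNA was estimated by least squares on square-root CPM over up to 500 marker genes each way, with an absolute log2-fold change of at least 3 between PC3 and Raji. Tested on simulated data with 200 changed genes, the quasi-likelihood test recovered 76.5% of them with 4 false calls. The changed genes were taken from those with higher expected counts, and all simulated libraries otherwise shared the same expression profile. The simulation thus does not cover the shift in composition of the unsorted libraries. Of the gene symbols, 22550 of 25237 (89.4%) matched GENCODE v44lift37, from which coordinates on GRCh37 were taken.

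The counts on genes ranged from 1118837 to 7189676 per library. At these depths 3 counts correspond to between 0.417 and 2.68 CPM. For VIM in VIM+-sorted replicate 1, a share of 8.34% of counts had a 95% Wilson interval of 8.29% to 8.39%; such intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The genes named are those of the paper's RNA-Seq results and Fig. 4a, the TaqMan targets VIM, PTPRC, EPCAM and GAPDH, the HLA family as a group, and the 5 largest changes in each direction between VIM+-sorted and unsorted with a mean of at least 10 CPM and separated replicates. XIST was named after its values were seen. An item withheld from the text is not reported here and is left out of the counts of named genes. Alternatives were library size alone, DESeq2 1.42.0, other filters, the 4 libraries of each contrast alone, the exact test, a replicate block, thinned counts, a log2-fold change minimum, and leaving out replicates. Added after seeing the data were leaving out VIM and PTPRC, the exact test on 4 libraries without a filter, and the exact test with genes without counts kept, on 4 or on all 8 libraries. No split of the samples into other groups was tested, since each group has 2 libraries. The qRT-PCR and droplet measurements were not analysed here.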

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

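The tests on VIM and PTPRC were chosen only after their counts were seen, and the reading of the Raji marker test was changed after its value was seen. The predictions for all tests, here and under other observations, were written after a first look at the data. It had shown TMM factors, numbers of differentially expressed genes, CPM of the named genes and correlations between libraries.

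VIM and PTPRC took 45.7% of the counts in the lower of the unsorted libraries and 5.37% in the lower of the VIM+-sorted libraries, against at most 0.101% in the pure lines, and the paper does not report on these counts. A mixture of the 2 cell lines would stay near the higher pure line, but the ratio to it reached 1552 for PTPRC in unsorted replicate 1. Relative to GAPDH the excess over the pure lines remained at 58.3 times or more, which goes against library size or normalization. Carry-over of amplicons from the droplet TaqMan reactions was not told apart from other causes. The lowest ratio of either gene to the higher pure line, 41.3, is the excess itself. The other 6 TaqMan genes were to stay at or under the higher pure line if this were the cause, and KRT18 reached 1.12 times it in VIM+-sorted replicate 1 and 0.943 times it in replicate 2. The other 5 (EPCAM, KRT19, CD9, MAL2 and ARHGAP29) reached at most 0.924 times it in any of the 4 libraries, and all 6 at most 0.122 times it in the unsorted libraries. KRT18 was not differentially expressed between VIM+-sorted and PC3 libraries (log2-fold change 0.05, adjusted p = 0.940 from edgeR's quasi-likelihood test), so its crossing of that bound is no evidence either way. VIM and PTPRC were also not alone: of 15355 genes with at least 1 CPM in a pure line, 6, with VIM and PTPRC among them, exceeded it in all 4 libraries at least as far as VIM. Reads that show where on the genes the counts fall were not analysed here, and no biological explanation was tested.

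Between VIM+-sorted and PC3 libraries 1046 genes were differentially expressed, 447 higher and 599 lower, a comparison the paper does not make. With the replicate number as a block, 836 genes were called. The deviations of same-numbered VIM+-sorted and PC3 libraries from their group means correlated across genes with r = -0.0968. Droplet processing shared by sorted and unsorted libraries may contribute: among 6633 genes within 1 log2 unit of each other in replicate 1 of PC3 and Raji, the log2 ratios of VIM+-sorted to PC3 and of unsorted to Raji, taken against replicate 2 of the pure lines, correlated across genes at r = 0.604. Any other difference that sorted and unsorted libraries share against the pure lines would raise this r too, so it cannot single out droplet processing. Raji RNA in the sorted libraries could not be told apart. The median log2-fold change of Raji-high markers was 0, at percentile 100 of 10000 matched random lists, whose median was -0.223. Their summed CPM was 2655 and 3169 in the VIM+-sorted and 1697 and 1422 in the PC3 libraries. But these markers were chosen partly for low counts in the same PC3 libraries, which raises the ratio by itself. With all libraries thinned to the smallest total, 858 genes were called, and 753 of them (72.0% of the 1046) were among those called with all counts, in the same direction, so lower depth did not account for these 753. Spearman's rho of the log2-fold change was 0.197 with GC content and 0.245 with transcript length, both under the bound of 0.3. No biological explanation was tested.

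XIST had 87.9 CPM in unsorted replicate 2, from 467 counts, against 38 counts in unsorted replicate 1 and at most 3 in each pure line. The test for pile-ups on single genes asked for 20 genes with 50 or more counts and over 10 times the CPM of every other library, and 19 were found in this library, so the bound was not met. There were 18 in unsorted replicate 1, at most 5 in a VIM+-sorted library and 0 in the pure lines. XIST is itself among the 19, so the test counts the observation that prompted it. With 19 against a bound of 20 it cannot decide on pile-ups. No biological explanation was tested.

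NDFIP1 had 66158 counts in VIM+-sorted replicate 2 against 51 in replicate 1 and at most 395 in a pure line. Its log2-fold change was 10.44 with a standard error of 2.72, and no explanation was tested.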

How the results depend on the processing

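The alternatives were set before the data were examined, except leaving out VIM and PTPRC, alone or together with the use of PC3-high markers, the exact test on 4 libraries without a filter and the exact test with genes without counts kept, which were chosen after seeing the data. For counts of differentially expressed genes no replicate was left out, since an arm would keep 1 library. Apart from leaving out VIM and PTPRC, no cause was tested for the changes given here.

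With library size alone in place of TMM, VIM+-sorted vs unsorted gave 10608 genes, 10088 higher in VIM+-sorted and 520 higher in unsorted, with a smallest absolute log2-fold change of 0.68. VIM+-sorted vs PC3 gave 652 genes, unsorted vs Raji 9134, and the mean log2-fold change of the 4 verified genes was 5.12. The overlap became 85.8% of the PC3 genes and 74.5% of the VIM+-sorted genes. Under this scaling the log2-fold changes of HLA-C (0.70), NFATC2 (0.48), GAPDH (0.73), HLA-E (1.43), HLA-H (2.05) and HLA-L (1.92) reversed. Leaving out single replicates gave log2-fold changes of HLA-H from -0.36 to 0.14, the latter reversed.

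With only the 4 libraries of the contrast, 1989 genes were higher in unsorted, the smallest log2-fold change was 0.76, VIM+-sorted vs PC3 gave 1871 genes, unsorted vs Raji 1838, and the overlap was 79.5% and 84.2%. With thinned counts, unsorted vs Raji gave 2409 genes, the smallest log2-fold change was 0.59 and the overlap 88.0% and 76.3%. Without a filter these were 0.70, 85.4% and 76.5%; with a CPM above 1 in 2 libraries the overlap was 85.3% and 76.0%. The exact test gave 0.60 and 85.5%, and the replicate block 77.8% of the VIM+-sorted genes; the block left 5789 genes for VIM+-sorted vs unsorted. The exact test on 4 libraries without a filter gave 1.02, 83.3%, 81.05%, 1654 genes for VIM+-sorted vs PC3 and 2873 for unsorted vs Raji. With genes without counts kept, on 4 libraries, these were 1.06, 82.7%, 81.4%, 1579 and 2592, and 1972 genes were higher in unsorted. On 8 libraries with genes without counts kept, the smallest log2-fold change was 0.79 and the overlap 82.5% and 75.6%. Of the named genes, 81 kept their direction and their side of the threshold with DESeq2, and 6 no longer passed it with library size alone, NFATC2 and GAPDH among them, 5 with the 4 libraries of the contrast, 4 with thinned counts and 2 with the exact test on 4 libraries in either form. Passing only under the alternative were 5 genes with library size alone (EPCAM, HLA-F-AS1 and, with the direction reversed, HLA-E, HLA-H and HLA-L) and 2 each without a filter and with the exact test. Leaving out single replicates moved 60 values by more than the spread between replicates and kept 263 within it.

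Pearson's r between VIM+-sorted and PC3 was 0.854 without a pseudocount, and rho between unsorted and Raji was 0.858. For VIM+-sorted vs Raji the value was 0.303 with a pseudocount of 0.1, 0.320 without one, 0.375 with TMM sizes, 0.545 over all tested genes and 0.404 as rho. For unsorted vs PC3 it was 0.421, 0.402 and 0.625 with a pseudocount of 0.1, without one and over all tested genes. Leaving out one replicate at a time gave 0.852 to 0.881 for VIM+-sorted vs PC3, 0.766 to 0.840 for unsorted vs Raji, 0.354 to 0.365 for VIM+-sorted vs Raji, and 0.441 to 0.466 for unsorted vs PC3.

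The PC3 share of unsorted RNA was 20.6% by least squares, 32.4% with 100 markers and 9.19% without VIM and PTPRC. Leaving out replicates gave 16.6% to 24.6%. From PC3-high or Raji-high markers alone it was instead taken from their summed CPM relative to PC3 or Raji. From PC3-high markers such a value can exceed 100%. It was 211.8% from PC3-high markers, 52.8% from Raji-high markers and 6.15% from PC3-high markers without VIM and PTPRC. VIM met the log2-fold change rule for PC3-high markers, with 3.03 between PC3 and Raji. The VIM+-sorted share, 99.4%, was 166.6% from PC3-high markers, 92.8% from Raji-high markers, 99.2% without VIM and PTPRC and 104% from PC3-high markers without them, and 99.1% to 99.6% without single replicates. At the depth of the VIM+-sorted libraries a count of 0 stands for a value under 2.56 or 2.68 CPM.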

Differences from the paper's values

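The smallest absolute log2-fold change among genes differing between VIM+-sorted and unsorted libraries was 0.47, against the paper's 1.14. None of the alternatives set for this value before the data were examined closed the gap, the nearest being 0.76 with only the 4 libraries of the contrast. A minimum absolute log2-fold change of 1, which by itself holds this value at 1 or more, was not among them and was not run for it. With 3 forms of the exact test, all chosen after seeing the values, it came within 1.5 times the paper's: 1.02 on 4 libraries without a filter, 1.06 on 4 libraries with genes without counts kept, and 0.79 on 8 libraries with genes without counts kept. These called 4508, 4216 and 5385 genes, against 6310 in the results above and the paper's 4461. Among the alternatives set beforehand, the 4 libraries of the contrast alone gave 4318 genes and thinned counts 4353.

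For VIM+-sorted vs Raji, 7637 genes were called against the paper's 4686. The values came within 1.5 times the paper's with library size alone (6584), thinned counts (6396) and a minimum absolute log2-fold change of 1 (6518), and not with DESeq2, either filter, the 4 libraries alone, the exact test or the replicate block. For PC3 vs Raji, 6941 genes were called against the paper's 4627. The value was within that range with library size alone (5714), DESeq2 (6459), the CPM filter (6776), the replicate block (6640), thinned counts (5545) and the log2-fold change minimum (5572), and not without a filter, with the 4 libraries alone or with the exact test. With the exact test on 8 libraries with genes without counts kept, chosen after seeing the values, PC3 vs Raji gave 6451 genes, within that range, and VIM+-sorted vs Raji 7036, outside it. The forms on 4 libraries gave 8880 and 8655 genes for VIM+-sorted vs Raji and 8639 and 8515 for PC3 vs Raji.

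The 2 lists shared 6034 genes against the paper's 3629, and 4905 with library size alone and 4881 with thinned counts came within that range; DESeq2, both filters, the 4 libraries alone, the exact test and the replicate block did not. The exact test on 8 libraries with genes without counts kept, chosen after seeing the values, gave 5321 shared genes, within that range, and the forms on 4 libraries gave 7197 and 7042, outside it. Genes called only in VIM+-sorted vs Raji numbered 1603 against the paper's 1057, with DESeq2 (1522), the 4 libraries alone (1285) and thinned counts (1515) within the range and library size alone, both filters, the exact test and the replicate block outside it.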

Other observations

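The test on the spread between replicates was chosen only after correlations between the libraries were seen, and the reading of the depth test was changed after its value was seen. The first look at the data named above also came before the predictions for the other tests here.

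The paper puts the lower correlation of the unsorted population with Raji down to the PC3 cells in it. Adding the best-fitting share of PC3 to the mean Raji profile, 2.76%, raised r from 0.808 to 0.817, under the 0.871 of VIM+-sorted with PC3. Leaving out VIM and PTPRC raised it to 0.828. The 2 unsorted replicates correlated at 0.919 and the 2 VIM+-sorted replicates at 0.961, which does not show that this spread lowers the correlation with Raji. Leaving out either unsorted replicate gave 0.766 and 0.840, against 0.852 and 0.881 for VIM+-sorted with PC3 when either VIM+-sorted replicate was left out. A single library keeps its own noise, so this cannot decide whether the spread plays a part.

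The share of PC3 RNA estimated from marker genes was 16.6% and 24.6% in the unsorted replicates and 99.6% and 99.3% in the VIM+-sorted replicates. Without VIM and PTPRC it was 8.41% and 9.97% in the unsorted replicates. Between unsorted and Raji libraries 4310 genes were differentially expressed, 2440 higher and 1870 lower in the unsorted population.

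TMM factors of the unsorted libraries were 0.389 and 0.247. Without VIM and PTPRC the higher became 0.715, still under the lowest of the other 6 libraries, 1.07. Spearman's rho of the log2-fold change of unsorted vs Raji was 0.159 with GC content and 0.232 with transcript length, over 12413 genes, both under the bound of 0.3. No biological explanation was tested.

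PC3 replicate 1 had 19643 genes detected and replicate 2 had 16851, with 2847310 and 3429702 counts. Replicate 1 was the shallower library, so a test of greater depth had no other outcome open to it, and after thinning the difference was 2467 genes. For genomic DNA, Spearman's rho of transcript length with the count in replicate 1 was 0.392 over 4727 genes with no count in PC3 replicate 2 and Raji. It had the sign that genomic DNA would give and was under the bound of 0.5, where ties allow at most 0.806. No biological explanation was tested.

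EPCAM, a target of the paper's TaqMan assays, had a log2-fold change of 0.98 between VIM+-sorted and unsorted libraries (standard error 0.68, adjusted p = 0.266 from edgeR's quasi-likelihood test), with 55 and 37 counts in the VIM+-sorted and 12 and 33 in the unsorted libraries. With library size alone it was 3.38 (adjusted p = 0.000290 from the same edgeR test), and leaving out single replicates gave 0.03 to 2.56. Reads without a unique alignment made up 48.7% and 52.3% of the VIM+-sorted files, 35.7% and 38.4% of the unsorted files, and between 76.3% and 80.7% of the files of the pure lines.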
